# Moringa isothiocyanate-1 inhibits LPS-induced inflammation in mouse myoblasts and skeletal muscle

**DOI:** 10.1371/journal.pone.0279370

**Published:** 2022-12-16

**Authors:** Badi Sri Sailaja, Sohaib Hassan, Evan Cohen, Irina Tmenova, Renalison Farias-Pereira, Michael P. Verzi, Ilya Raskin

## Abstract

This study aims to investigate the anti-inflammatory effects of moringa isothiocyanate-1 (MIC-1) extracted from seeds of *Moringa oleifera* Lam. in lipopolysaccharide (LPS)-induced inflammation models. MIC-1 decreased nitric oxide production and reduced the expression of pro-inflammatory markers (TNF-α, Ifn-α, IL-1β, IL-6) in C2C12 myoblasts. The daily oral treatment of MIC-1 (80 mg/kg) for three days significantly reduced the expression of pro-inflammatory markers in gastrocnemius muscle tissue of LPS-treated C57BL/6 male mice. Transcriptomic analysis provided further insights into the inhibitory effects of MIC-1 on the LPS-induced inflammation, which suggested that MIC-1 affects inflammation and immunity-related genes in myoblasts and skeletal muscle tissue. MIC-1 inhibited the nuclear accumulation of the nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) in the LPS-treated myoblasts. Our data support the hypothesis that the MIC-1’s effects in the muscle cells are mediated through the inhibition of the NF-κB translocation in the nucleus, which, in turn, results in immunomodulating and anti-inflammatory responses at the gene expression levels.

## Introduction

Moringa isothiocyanate-1 (MIC-1, also known as moringin) is an isothiocyanate that has similar biological activities as other natural isothiocyanates, such as sulforaphane from cruciferous vegetables. Isothiocyanates are the class of plant secondary metabolites originating from the sulfur-containing compounds glucosinolates. MIC-1 is found in *Moringa oleifera* Lam., a plant used as food and medicine, with concentrations up to 40% in the hydro-alcoholic moringa seed extract [1]. In contrast to liquid sulforaphane, MIC-1 contains a sugar group that makes it a stable solid at room temperatures [2]. MIC-1’s chemical structure also improves its in vivo stability and bioavailability [2, 3]. Sixty percent of MIC-1, applied as pure compound or as a component of moringa seed extract, was not degraded in the in vitro gastrointestinal digestion model [3]. Orally administered MIC-1, up to 100 mg/kg bw/d, did not cause toxic effects in rats [4]. These properties make MIC-1 a potentially useful addition to the human diet.

Previous reports showed that MIC-1 has anti-inflammatory, antioxidant, and antimicrobial activities [1, 2, 5–8]. The biological activities of moringa isothiocyanates, including MIC-1, have been recently reviewed by Lopez-Rodriguez et. al. [9]. In vitro studies showed that MIC-1 inhibits pro-inflammatory pathways [1, 7, 8, 10–14], and reduces lipopolysaccharide (LPS)-induced inflammation by inhibiting nuclear factor kappa B (NF-κB) pathway in macrophages [8]. NF-κB is a transcription factor that induces inflammation by upregulating cytokines, such as the tumor necrosis factor alpha (TNF-α), interleukins (IL), and interferons (Ifn). Consistently, previous studies have shown that MIC-1 decreases pro-inflammatory cytokines (TNF-α, IL-6, IL-1β, and Ifn-α) in macrophages [2, 7, 8, 10–12]. MIC-1 reduced the production of nitric oxide (NO), a pro-inflammatory marker, by downregulating the inducible nitric oxide synthase (iNOS) gene in LPS-treated macrophages [1]. MIC-1 inhibited inflammatory pathways, including LPS, NF- κB, IL-1, NO signaling pathways in skin carcinogenesis and nephropathy models in vitro as well [13, 14].

The anti-inflammatory mechanisms of MIC-1 have also been investigated by using in vivo models. We previously showed that the daily oral supplementation with MIC-1 (80 mg/kg bw) for 3 days protects from systemic inflammation induced by LPS in mice [8]. We used transcriptomics analyses and targeted molecular biology to show that MIC-1 downregulated inflammatory pathways and pro-inflammatory cytokines reversing the LPS-induced inflammatory response in spleen, liver, kidney and colon [8]. Others have shown that MIC-1 (10 mg/kg bw; ip) reduced pro-inflammatory cytokines in brain in a murine model for Parkinson’s disease [10], and the transdermal application of 2% MIC-1, as a cream, had anti-inflammatory effects in spinal cord tissue in a murine model for multiple sclerosis [15]. Other studies have suggested that MIC-1, administered in moringa extracts, reduces inflammatory markers in blood, adipose tissue, liver, and intestine in mice with diet-induced metabolic dysfunction [6, 16]. Although there is evidence that MIC-1 acts as anti-inflammatory compound in several models, there is no report that investigated if MIC-1’s anti-inflammatory effects extend to skeletal muscle.

Since MIC-1 and other isothiocyanates have anti-inflammatory properties, MIC-1 may be used to promote skeletal muscle health. Pre-clinical and clinical studies have suggested that sulforaphane ameliorates muscle damage caused by inflammation [17–20]. Sulforaphane inhibited NF- κB pathway, including the levels of IL-1β and IL-6, in a genetic model for muscle dystrophy [17]. Also, MIC-1 may improve skeletal muscle health due to its antioxidant effects, as seen in moringa leaf extracts-treated C2C12 cells [21–24]. For instance, moringa leaf extract reduced oxidative stress induced by hydrogen peroxide in C2C12 myotubes [24]. Skeletal muscle plays a major role in a host response to sepsis contributing to signaling pathways of inflammation and metabolic dysfunctions [25, 26]. Since others have shown that both C2C12 myoblasts in vitro and gastrocnemius muscle in vivo are responsive to LPS-induced inflammation by increasing the pro-inflammatory cytokines, such as TNF-α and IL-6 [27], we decided to evaluate the effects of MIC-1 on LPS-induced inflammation in mouse myoblasts and gastrocnemius muscle tissue. Our current study confirms that MIC-1 reduces LPS-induced muscle inflammation by downregulating pro-inflammatory cytokines via NF-κB pathway, and MIC-1 likely inhibits other inflammation-associated muscle disorders as well.

## Materials and methods

### Materials

MIC-1 (purity >98%) was isolated from *Moringa oleifera* seed extract as previously reported [1]. All other materials were purchased from commercial suppliers. C2C12 cells were obtained from American Type Culture Collection (ATCC, Manassas, VA, USA). C57BL/6 male mice were acquired from Charles River Laboratories (Malvern, PA, USA). Cell culture materials: Dulbecco’s modified Eagle’s medium (DMEM), penicillin G, streptomycin, and fetal bovine serum (FBS) were obtained from Gibco Inc. (Grand Island, NY). 3-(4,5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) was obtained from Cayman Chemical (Ann Arbor, MI, USA) and Griess reagent system was acquired from Promega Corporation (Madison, WI, USA). Lipopolysaccharide (LPS, Escherichia coli 0111: B4), dimethyl sulfoxide (DMSO), and other chemicals were purchased from Sigma (St. Louis, MO, USA). Gene probes were obtained from Integrated DNA Technologies (Coralville, IA, USA), and the probe sequences are the same as our previous study [8]. RNeasy Mini Kit was obtained from Qiagen (Germantown, MD, USA). Anti-NF-κB p65 antibody (ab16502) was obtained from Abcam (Cambridge, MA, USA), and 4′,6-diamidino-2-phenylindole (DAPI) and Alexa Fluor™ 680 phalloidin were purchased from Invitrogen (Carlsbad, CA, USA).

### In vitro assays

C2C12 myoblasts were cultured in a growth medium (90% DMEM, 10% FBS, 100 units/mL penicillin, and 100 μg/mL streptomycin) at 37°C in a humidified atmosphere with 5% carbon dioxide. MIC-1 solutions were made in ethanol. Myoblasts were treated with 0.475% ethanol (vehicle), or 1–10 μM MIC-1, with or without 1 μg/mL LPS for 24 h before the in vitro assays.

Cell viability was measured by using MTT, which was added to the growth medium to create purple formazan crystals [1]. Absorbance values were obtained by spectrophotometric measurements at 570 nm, and values were reported as % of control (vehicle).

Nitric oxide (NO) production was evaluated by using Griess method [1]. The concentrations of NO in the cell media were calculated by using nitrite as standard. Absorbance was read at 550 nm, and values were reported as % of LPS-treated group.

Immunofluorescence staining was used for NF-κB nuclear translocation assessment as previously described [8]. Fixed cells were stained with anti-NF-κB p65 antibody with fluorescent counterstains for F-actin and DAPI. The percentage of nucleic positive cells to NF-kB (p65) was quantified by counting 100 cells per field in three separate experiments [28].

### Animals and tissue collection

Eighteen C57BL/6 male mice were randomly separated into vehicle control, LPS-treated, or LPS-MIC-1-treated group as previously described [8]. MIC-1 (80 mg/kg bw) was orally administered by gavage daily for 3 days before LPS treatment (10 mg/kg bw; ip). Gastrocnemius muscles were collected from euthanized mice after 16 h of LPS treatment. Fat and connective tissues were trimmed from muscles before freezing in liquid nitrogen for further analyses. The handling and care of animals used in this study followed the standard procedures recommended by the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All efforts were made to minimize suffering and distress. No animal showed behavioral and physiological signs of pain and distress including changes in feeding pattern, body temperature, and social interaction after 16 h of LPS treatment. Animals were sacrificed by carbon dioxide asphyxiation. The protocol was approved by the Rutgers University Institutional Animal Care and Use Committee (ID999900474).

### RNA sequencing and analysis

RNA-sequencing data (Gene Expression Omnibus accession #GSE209706) were analyzed by using the transcript abundances from pseudoalignments in Kallisto (v0.46.11), an RNA-seq quantification program [8, 29]. The differentially expressed genes were indicated by the normalized fragments per kilobase reads per million (FPKM) values. FPKM values (> 1) were analyzed by using tximport package (v 1.18.02) in R (v 4.0.3), and DESeq2 (v 1.30.13) to determine the differences in gene expression (*P*-value < 0.05, or < 0.001; absolute log2-fold change > 1; FPKM > 1) [30, 31]. Morpheus heat mapping software (Broad Institute) was used to illustrate the identified clusters of differentially expressed genes by using k-means clustering analysis. Gene Ontology (GO) analysis by the Database for Annotation, Visualization and Integrated Discovery (DAVID, v6.84) was used to identify the biological processes of genes, expressed as negative log10 (*P*-values). Reproducibility of RNA-seq data is shown in principal component analysis (PCA) plots (S1 Fig); DESeq2 analysis of triplicates for C2C12 samples and muscle tissue samples was conducted to create PCA plots. The data were first turned into a DESeq2 object, then ’regularized log’ transformed and plotted in a PCA plot.

### Gene expression

Reverse transcription quantitative real-time PCR was performed to measure the expression of pro-inflammatory genes as previously described [8]. Power SYBR Green PCR Master Mix was used to detect the amplification of the target genes by using the QuantStudio™ 3 Real-Time PCR System (Applied Biosystems, Waltham, MA, USA). GAPDH gene expression was used as housekeeping gene to normalize the expression of target genes.

### Statistical analysis

Data are expressed as mean ± standard deviation (SD) of three experiments in triplicate. One-way analysis variance or Student’s t-test were used to determine statistical differences (*P* < 0.05) by using GraphPad (GraphPad, La Jolla, CA).

## Results

### Effect of MIC-1 on LPS-induced inflammation in C2C12 murine muscle cells

To assess the cytotoxicity of MIC-1, we performed a cell viability assay in C2C12 murine cells treated with MIC-1 (1, 5 or 10 μM). MIC-1 did not significantly affect the cellular viability at the tested concentrations (Fig 1A). Next, we evaluated the effects of MIC-1 on NO production with LPS (1 μg/mL) and found a significant dose dependent reduction in NO production (Fig 1B). Furthermore, we found that 1 μM MIC-1 downregulated significantly the pro-inflammatory genes TNF-α, Ifn-α, IL-1β, and IL-6 (Fig 1C). These results suggested that MIC-1 inhibits LPS-induced inflammation without major effects on the viability of muscle cells.

**Fig 1:**
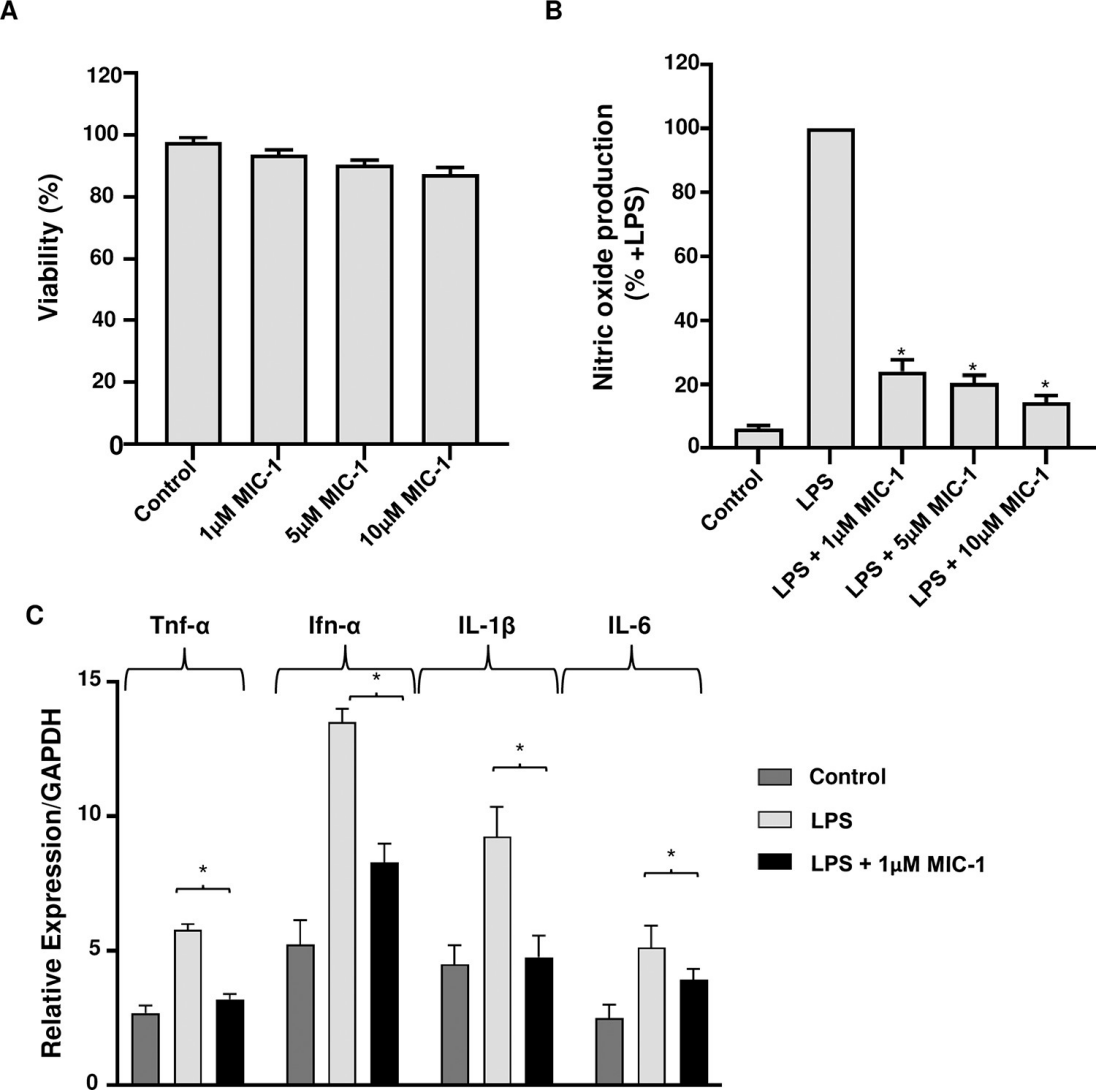
Effect of moringa isothiocyanate-1 (MIC-1) in C2C12 myoblasts. Cells were treated with MIC-1 (1, 5 or 10 μM), or 0.475% ethanol (vehicle), with or without 1 μg/mL lipopolysaccharide (LPS) for 24 h. (A) Cell viability. (B) Nitric oxide (NO) production. (C) Gene expression of pro-inflammatory markers (TNF-α, Ifn-α, IL-1β and IL-6). Data are represented as mean ± S.D. (n = 3). * *P* < 0.05, obtained by t-test when compared to LPS-treated group.

### Transcriptome analysis of MIC-1 in LPS-induced inflammation muscle cells

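C2C12 is a line of mouse myoblasts, the precursor cells that fuse into muscle fibres. The RNA-seq of these cells comprised 9 libraries, 3 each for control, LPS-treated (1 μg/mL) and LPS-MIC-1-treated samples, collected after 24 h. The sample labels give the MIC-1 concentration as 10 μM, whereas the paper gives 1 μM. The authors deposited 1 FPKM value (a read count scaled for transcript length and sequencing depth) per library for each of 21401 gene symbols, without positions. A spreadsheet had turned 26 of the symbols into dates or numbers. The reads per library are unknown, although the normalized counts in the authors' DESeq2 tables summed to between 15338194 and 18734426 per comparison. On the log2 scale, replicates correlated across genes with r from 0.987 to 0.989 in control, from 0.982 to 0.987 in LPS and from 0.936 to 0.951 in LPS-MIC-1. For the 10877 genes with a mean FPKM over 1, log2(FPKM + 0.1) was compared between groups with limma. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.001 and an absolute log2 fold change over 1, the thresholds of Fig 2. Fitted changes of genes near 0 FPKM depend on the added 0.1. With 3 libraries against 3, a 2-sided exact permutation test cannot go below p = 0.1, the value for every named gene whose groups do not overlap.
Lists of marker genes were used to check the labels against the cell line. The macrophage list, of which 21 of 24 genes were found, had a median FPKM of 216 ± 5.56 (SD, n = 3) in the libraries labelled control and 149 ± 1.99 (SD, n = 3) in those labelled LPS. In the LPS-MIC-1 libraries it was 4.62 in replicate 1, 0.193 in replicate 2 and 0.216 in replicate 3. The myogenic list of 11 genes went the other way, at 0.00612 ± 0.0106 in control, 0.0297 ± 0.0514 in LPS and 53.9 ± 3.89 in LPS-MIC-1. Among its genes, Des had 0.126 ± 0.135 FPKM in control, 0.498 ± 0.596 in LPS and 398 ± 78.7 in LPS-MIC-1. The macrophage gene Lyz2 had 4694 ± 85.5, 1838 ± 45.5 and 17.1 ± 27.4 in the same order, the last with 48.8 in replicate 1. Median FPKM of the 4 Y-linked genes was 7.81 ± 0.0781, 8.89 ± 0.234 and 0.138 ± 0.235, whereas Xist, which is transcribed in cells with a silenced X chromosome, had 0.0120 ± 0.00437, 0.0492 ± 0.0594 and 32.0 ± 14.9. These markers go against the cell line named for the 6 libraries labelled control and LPS, so groups are named by their labels and each direction is one between libraries with those labels.

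**Figure D1:**
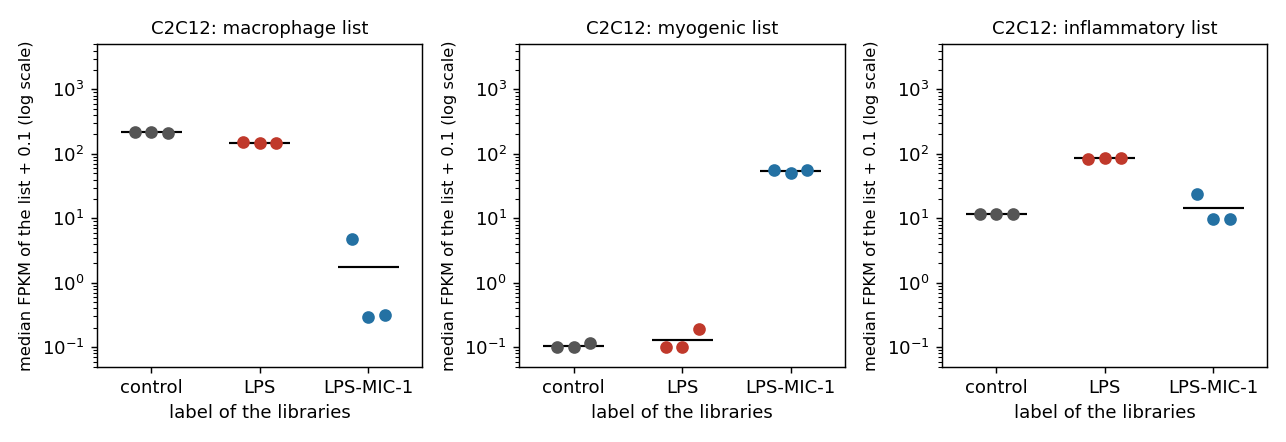
Median FPKM + 0.1 (log scale) of the macrophage, myogenic and inflammatory lists in each of the 9 C2C12 libraries, by label. Dots are libraries and lines are group means. Before 0.1 is added, the macrophage list lies between 147 and 220.4 FPKM in the libraries labelled control and LPS, where the myogenic list lies between 0 and 0.089, and at 0.193 to 4.62 in those labelled LPS-MIC-1.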

Transcriptomic analysis of 1 μM MIC-1 and LPS-treated myoblasts was performed to evaluate the effects of MIC-1 on inflammation in C2C12 skeletal muscle cells. Control samples were compared to LPS-treated samples to assess the effects of LPS, and LPS-treated samples were compared to LPS-MIC-1-treated samples to assess the effects of MIC-1 on the LPS-induced inflammation. 

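Between the C2C12 libraries labelled LPS and control, 1182 of the tested genes were higher and 1093 were lower in LPS. At an unadjusted p under 0.05, the numbers were 1452 and 1366. By ratio, restricting the test to genes with a mean FPKM over 5 moved the numbers most, to 910 higher and 868 lower. Of the genes with the largest rises, Csf3 (colony stimulating factor 3) went from 0.501 ± 0.559 to 2581 ± 79.1 FPKM (mean ± SD, n = 3), a log2 fold change of 12.57 (standard error 1.40, adjusted p = 9.17e-05). Lcn2 went from 1.17 ± 0.702 to 2674 ± 25.3 FPKM, with a log2 fold change of 11.20 (standard error 1.08, adjusted p = 3.91e-05). Pdpn rose from 0.138 ± 0.239 to 361 ± 8.84 FPKM and by 11.03 (standard error 0.569, adjusted p = 1.32e-06) on the log2 scale. Of the genes with the largest falls, Ssbp4 had 8.71 ± 2.32 FPKM and Fastkd3 had 6.68 ± 0.435 FPKM in control, and both are listed at 0 in the 3 LPS libraries. Zdhhc3 went from 7.23 ± 0.697 to 0.0173 ± 0.0299 FPKM, a log2 fold change of -5.99 (standard error 0.225, adjusted p = 2.82e-07).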

As shown in Fig 2A, 1397 genes were upregulated, and 1336 genes were downregulated due to LPS treatment (control vs LPS-treated samples). 

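Comparing the libraries labelled LPS-MIC-1 with those labelled LPS, 2648 genes were higher and 2780 were lower in LPS-MIC-1 (2835 and 3142 at an unadjusted p under 0.05). The largest rise was that of Aldh3a1, from 1.81 ± 3.09 to 1984 ± 362 FPKM (mean ± SD, n = 3) and 12.17 (standard error 1.33, adjusted p = 4.04e-05) on the log2 scale. Its mean in LPS rests on replicate 3, with 5.37 FPKM against 0 and 0.0422 in replicates 1 and 2. When 1 library was left out, its log2 fold change ranged from 11.12 to 14.01. Prl2c2 and Prl2c3, with 1053 ± 138 and 1223 ± 196 FPKM in LPS-MIC-1, are close paralogs between which reads can be split, so their values are uncertain. Lilrb4 fell from 772 ± 22.5 to 7.37 ± 12.4 FPKM, a log2 fold change of -9.54 (standard error 1.65, adjusted p = 0.000689). Cyba fell from 624 ± 19.1 to 4.51 ± 7.48 and Cd52 from 552 ± 30.4 to 4.09 ± 6.80 FPKM, with adjusted p of 0.000381 and 0.000365. The spread of these 3 genes in LPS-MIC-1 comes from replicate 1, which held 21.7, 13.1 and 11.9 FPKM. Without it, their log2 fold changes were -11.74, -11.49 and -11.39 (adjusted p = 9.79e-07, 8.46e-07 and 6.22e-07). Their calls are not firm, since the adjusted p of Lilrb4 rose to 0.00353 without LPS-MIC-1 replicate 3, that of Cyba to 0.0021 without the same library and that of Cd52 to 0.0021 without LPS-MIC-1 replicate 2. Against control, 2300 genes were higher and 2408 lower in LPS-MIC-1.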

A total of 2509 genes were upregulated, and 2510 genes were downregulated due to MIC-1 treatment (LPS-treated samples vs LPS-MIC-1-treated samples) (Fig 2A). The differentially expressed genes (adjusted *P*-value < 0.001 and FPKM > 1), identified by DESeq2 analysis using the pairwise comparisons (control vs LPS-treated samples; LPS-treated samples vs LPS-MIC-1-treated samples), were further clustered by using k-means to identify clusters of genes showing common responses to these treatments. This list of 3,567 genes were clustered in five clusters (Fig 2B). 

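In the C2C12 FPKM values, 6196 genes were called in at least 1 of these 2 comparisons. Clustered by k-means into 5 clusters on each gene's scaled log2 values (50 random starts), they formed clusters of 1660, 472, 777, 2275 and 1012 genes. The cluster of 777 genes, with mean scaled values of -0.841 in control, 1.15 in LPS and -0.31 in LPS-MIC-1, held 24 of the 38 clustered genes of the inflammatory list. The cluster of 1660 genes was highest in the libraries labelled LPS-MIC-1, at 1.27 against -0.738 in control and -0.532 in LPS.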

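The number of genes called both higher in LPS than in control and lower in LPS-MIC-1 than in LPS was 648, or 54.8% of the genes higher in LPS. Another 14.6% were higher still in LPS-MIC-1 than in LPS. Both comparisons share the LPS libraries. In 100 simulations that kept the sizes of both changes but dealt out the second over the genes at random, 25.1 to 30.7% of the genes higher in LPS were lower in LPS-MIC-1 (28.3% on average). Across genes, the correlation of the 2 fold changes was -0.23, against -0.5 on average in 100 simulations of unchanged groups, in which the thresholds leave 0 genes called in both. Of the 5 k-means clusters, the one highest in LPS and lowest in LPS-MIC-1 held 2275 genes (36.7%), with mean scaled values of 0.509 in control, 0.741 in LPS and -1.25 in LPS-MIC-1. It contained 19 of the 20 clustered macrophage genes and 10 of the 38 inflammatory genes. With 6 clusters, the cluster of that shape held 958 genes, and without control replicate 2 it held 1030.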

Cluster V was particularly interesting, as 1,104 genes were induced by LPS and subsequently repressed by the MIC-1 treatment (Fig 2B). GO analysis of these genes revealed that functions such as innate immune response, inflammatory response, and immune system processes were induced by LPS, and subsequently repressed by MIC-1 (Fig 2C; S1 File). These results suggest that the anti-inflammatory properties of MIC-1 in the LPS-treated myoblasts result from a direct effect of MIC-1 on the inflammation and immunity pathways.

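For the C2C12 libraries, 3 fixed lists were tested with limma's camera (inter-gene correlation 0.01), adjusted over 6 tests. The lists were written after the paper's supplementary gene lists had been read, so they are not independent of these data. The inflammatory list (41 of 45 genes tested) was higher in LPS than in control, with a median log2 fold change of 2.97, 39 genes up and an adjusted p of 8.71e-11. The interferon list (30 of 31 tested) had a median of 2.38 with 30 genes up (adjusted p = 9.55e-07). In LPS-MIC-1 against LPS, the inflammatory median was -2.28 with 5 genes up (adjusted p = 1.66e-05), and the interferon median was -5.35 with 0 genes up (adjusted p = 3.2e-07). In each of these tests, the list mean of all 3 libraries of one label lay on the same side of the other label's (exact permutation test, p = 0.1). All 4 calls hold under fry, with adjusted p from 9.91e-08 to 5.62e-05. Adjusted over the list alone, 30 inflammatory and 16 interferon genes changed between LPS and control, against 29 and 15 when adjusted over all genes tested. Between LPS-MIC-1 and LPS, 38 and 29 changed under either adjustment. In the interferon list, Irf7 had 278 ± 3.86 FPKM in LPS and 2.56 ± 3.96 in LPS-MIC-1 (mean ± SD, n = 3), and Rsad2 had 261 ± 4.41 and 2.34 ± 3.78.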

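In the C2C12 RNA-seq, Tnf had 57.6 ± 1.97 FPKM (SD, n = 3) in the libraries labelled control, 397 ± 13.7 in those labelled LPS and 5.22 ± 6.94 in those labelled LPS-MIC-1. Its log2 fold change was 2.78 (standard error 0.797, adjusted p = 0.0154) between LPS and control and -7.12 (standard error 0.797, adjusted p = 4.63e-05) between LPS-MIC-1 and LPS. For Il1b the values were 2.19 ± 0.233, 167 ± 4.86 and 1.79 ± 2.86, with log2 fold changes of 6.19 (standard error 1.07, adjusted p = 0.00117) and -7.97 (standard error 1.07, adjusted p = 0.000147). Neither gene passed the adjusted p of 0.001 between LPS and control, although without LPS-MIC-1 replicate 1, which widened the shared spread, their adjusted p was 3.18e-08 and 1.49e-07. Il6 is listed at 0 in all control libraries, and had 56.8 ± 3.63 in LPS and 12.3 ± 2.62 in LPS-MIC-1, a log2 fold change of -2.22 (standard error 0.159, adjusted p = 2.73e-06). None of the Ifna genes reached a mean FPKM over 1. Nos2, which encodes inducible nitric oxide synthase, had 2.34 ± 0.691, 735 ± 19.6 and 6.36 ± 10.4, with -8.82 (standard error 1.27, adjusted p = 0.000228) between LPS-MIC-1 and LPS. Jak2 and Stat3 fell by 2.34 and 0.54 on the log2 scale (adjusted p = 7.48e-08 and 7.77e-06).
The nrf2 list (23 genes), targets of the antioxidant factor Nrf2, had a median log2 fold change of 0.99 in LPS against control, with 15 genes up (camera adjusted p = 0.0624, fry 1.12e-06), and of 0.93 in LPS-MIC-1 against LPS, with 15 genes up (camera 0.177, fry 1.78e-05). All 3 libraries showed each direction. Adjusted over the list alone, 17 and 21 of its genes changed, and over all genes 16 and 21. Sod1 rose to 953 ± 118 from 323 ± 8.22 FPKM between LPS and LPS-MIC-1, whereas Cat went from 53.2 ± 1.18 to 16.0 ± 1.66 and Nfe2l2, which encodes Nrf2, from 55.7 ± 0.593 to 40.6 ± 8.19. All directions between LPS-MIC-1 and LPS are between libraries whose identity markers also differ. The LPS libraries, like those labelled control, carried macrophage genes and the LPS-MIC-1 libraries myogenic genes. From the genes induced by LPS and repressed by MIC-1 and their GO terms, the paper proposes that MIC-1 acts directly on the inflammation and immunity pathways in LPS-treated myoblasts.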

**Fig 2:**
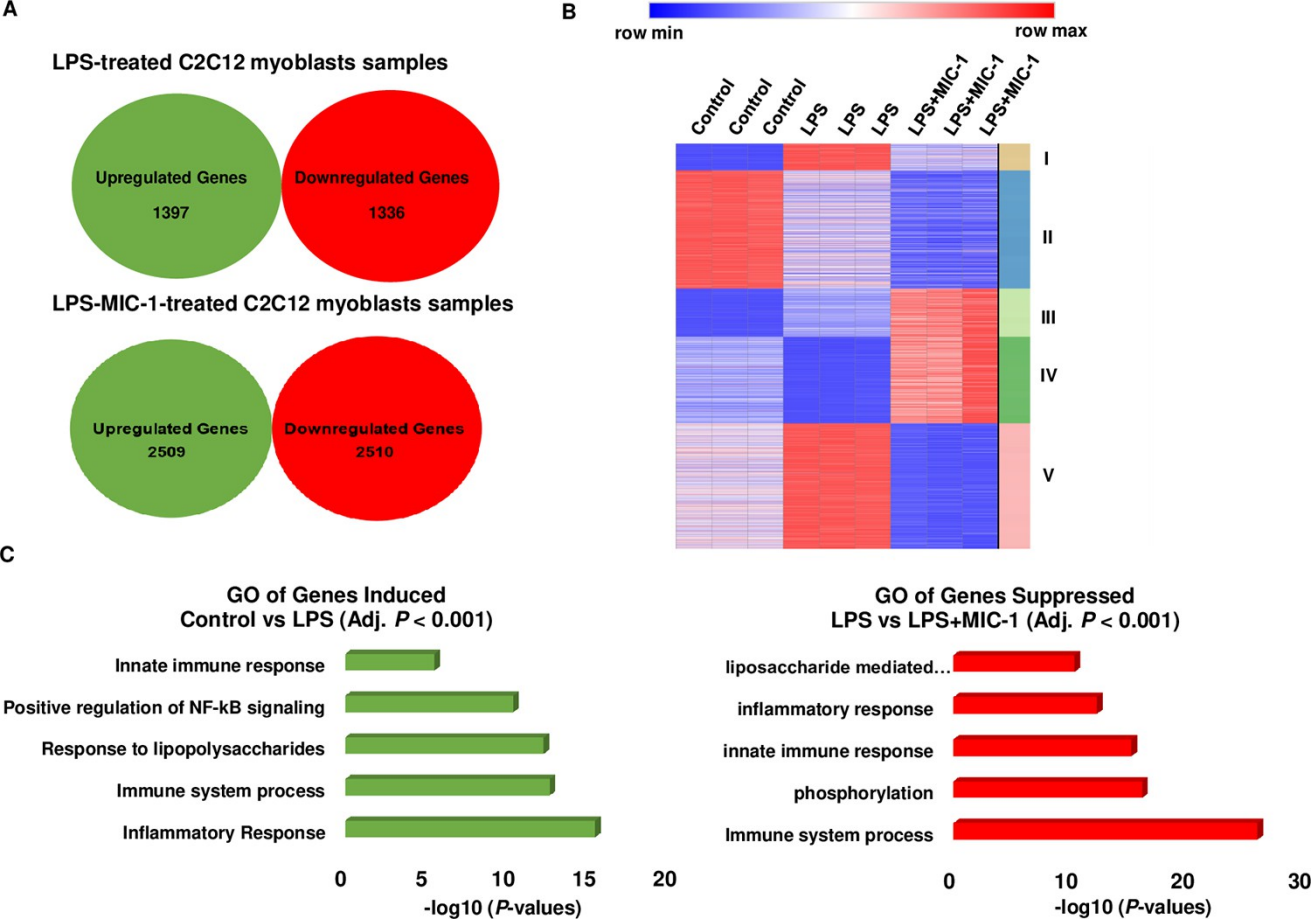
Transcriptome analysis of moringa isothiocyanate-1 (MIC-1) in C2C12 myoblasts. (A) Venn diagrams depict genes significantly (absolute log2-fold change > 1; Adj. *P* < 0.001) upregulated/downregulated due to LPS (control vs. lipopolysaccharide (LPS)-treated samples) or MIC-1 (LPS-treated samples vs. LPS-MIC-1-treated samples) in C2C12 murine muscle cells. (B) Heat map of differentially expressed genes in five k-means clusters. Column, row, and color represent a sample, gene, and expression level, respectively. (C) Gene ontology (GO) analysis of upregulated genes due to LPS (control vs. LPS-treated samples) and downregulated genes due to MIC-1 (LPS-treated samples vs. LPS-MIC-1-treated samples), represented as negative log10 (*P*-values).

### Transcriptome analysis of MIC-1 effect in the LPS-induced muscle tissue

MIC-1 (80 mg/kg bw) was orally administered to C57BL/6 male mice for three days before LPS treatment (10 mg/kg bw; ip). Thereafter, the gastrocnemius muscle tissues of animals were collected 16 h after the LPS injection for transcriptomic analyses by RNA-seq (Fig 3A). 

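The RNA-seq of gastrocnemius, a calf muscle, comprised 9 libraries from 3 mice each labelled control, LPS and LPS-MIC-1. The authors deposited FPKM values for the same 21401 gene symbols, of which 9475 had a mean over 1 and were tested on the log2 scale with limma, as for the cells. Calls followed the paper's thresholds for tissue, an adjusted p under 0.05 and an absolute log2 fold change over 1. A comparison of 3 libraries with 3 has 0.1 as its smallest exact permutation p. Replicates correlated across genes with r from 0.949 to 0.954 in control, 0.956 to 0.958 in LPS and 0.957 to 0.962 in LPS-MIC-1. The 10 most abundant genes held 44.1 to 44.2% of all FPKM in control, 41.6 to 41.8% in LPS and 35.4 to 35.8% in LPS-MIC-1. The normalized counts of the authors' DESeq2 tables summed to 13873466 and 13883740 in the comparisons of LPS-MIC-1 with control and LPS, and reads per library are not stated. The muscle-fibre list of 15 genes had a median FPKM of 10530 ± 455 (SD, n = 3) in control, 10910 ± 215 in LPS and 13450 ± 710.4 in LPS-MIC-1. Most of its genes did not rise in LPS-MIC-1, with a median log2 fold change of -0.24 against LPS (4 of 15 genes up) and -0.08 against control (6 of 15 up).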

We compared untreated control vs LPS-treated samples, and LPS-treated samples vs LPS-MIC-1-treated samples to understand the response to LPS and its attenuation by MIC-1 in the skeletal muscle tissue. 

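Between the muscle libraries labelled LPS and control, 62 genes were higher and 56 lower in LPS, and 91 and 94 at an unadjusted p under 0.05. By ratio, testing only genes with a mean FPKM over 5 moved the numbers most, to 31 and 26. Of the largest rises, 1810055G02Rik and Snord49b are listed at 0 in control and had 3.86 ± 0.854 and 5.02 ± 0.236 FPKM in LPS (mean ± SD, n = 3). Mir191 had 0.563 ± 0.974 and 4.88 ± 2.23, a log2 fold change of 4.16 (standard error 1.01, adjusted p = 0.0273). Socs1, an inhibitor of cytokine signalling, went from 48.8 ± 1.08 in control to 0.866 ± 0.478 in LPS and 4.11 ± 0.586 in LPS-MIC-1, with a log2 fold change of -5.79 (standard error 0.315, adjusted p = 1.84e-05) between LPS and control. Snora15 and Mir343 had 5.23 ± 0.392 and 4.34 ± 2.06 FPKM in control and are listed at 0 in LPS. Snord49b, Mir191, Snora15 and Mir343 encode small RNAs whose calls are lost when some single libraries are left out. Snord49b lost its call without LPS replicate 3 (adjusted p = 0.0505), and Mir343 without control replicate 1 or 3 (0.0536 and 0.0586). Snora15 lost it without any 1 of the control or LPS libraries (0.0692 to 0.0747). Mir191 lost it without any 1 of these except control replicate 3 (0.0583 to 0.0892).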

Our results showed that 116 genes were upregulated due to LPS (control vs LPS-treated samples) (Fig 3B). A total of 1374 genes were upregulated, and 952 genes were downregulated due to MIC-1 (LPS-treated samples vs LPS-MIC-1-treated samples) (Fig 3B). 

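In the FPKM values, 916 genes were higher and 515 lower in the muscle libraries labelled LPS-MIC-1 than in those labelled LPS (958 and 531 at an unadjusted p under 0.05). Quantile normalization shifted the median change of all genes by -0.119 and gave 781 higher and 667 lower. Lcn2 had the largest rise, from 0.972 ± 0.552 to 1248 ± 79.1 FPKM (mean ± SD, n = 3), a log2 fold change of 10.37 (standard error 0.621, adjusted p = 2.41e-06). Saa3, which encodes serum amyloid A3, went from 1.03 ± 0.265 to 511 ± 31.9 (8.85 (standard error 0.148, adjusted p = 1.64e-09)), and 8430408G22Rik from 1.95 ± 0.548 to 609.6 ± 31.2. Of the largest falls, Slc37a4 and Chrdl2, at 5.42 ± 2.37 and 2.36 ± 0.537 FPKM in LPS, are listed at 0 in LPS-MIC-1. Itgb1bp3 went from 400 ± 5.98 to 14.6 ± 1.43, a log2 fold change of -4.77 (standard error 0.0638, adjusted p = 6.54e-10). Against control, 884 genes were higher and 580 lower in LPS-MIC-1.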

The differentially expressed genes (adjusted *P*-value < 0.05), identified by DESeq2 analysis using the pairwise comparisons (control vs LPS-treated samples; LPS-treated samples vs LPS-MIC-1-treated samples), were further clustered by using k-means to identify clusters of genes showing common responses to these treatments. 

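From the muscle FPKM values, 1481 genes were called in at least 1 of the 2 comparisons and formed k-means clusters of 159, 163, 759, 364 and 36 genes. The cluster highest in LPS and lowest in LPS-MIC-1 was that of 159 genes (10.7%), with mean scaled values of 0.22 in control, 0.915 in LPS and -1.13 in LPS-MIC-1. It held 0 of the 18 clustered genes of the inflammatory list. The cluster of 759 genes, at -0.63 in control, -0.648 in LPS and 1.28 in LPS-MIC-1, held 17 of these 18. Genes called both higher in LPS than in control and lower in LPS-MIC-1 than in LPS numbered 14, or 22.6% of the genes higher in LPS, and 17 (27.4%) were higher still in LPS-MIC-1. In 100 simulations with the second change dealt out over the genes at random, 6 to 25 genes were called as those 14 were (14.2 on average). As a share of the genes higher in LPS, this was 5.31 to 20% (11.6% on average). By count the 14 lay within the simulated range, whereas by share their 22.6% lay above it. The simulations added spread to group means that already hold it, and so called more genes higher in LPS than the 62 in the data. Neither measure is therefore a like comparison, and the simulations do not decide whether the 14 exceed unrelated changes. Simulations of unchanged groups gave 0, as the thresholds nearly ensure. The opposite of the 14, lower in LPS and higher in LPS-MIC-1, numbered 29.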

Five k-means clusters were obtained from this list of 1,049 genes (Fig 3C). 

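Among lipid genes, Apoa1 went from 0.369 ± 0.245 FPKM (SD, n = 3) in muscle labelled control to 3.35 ± 0.434 in LPS and 1.10 ± 0.525 in LPS-MIC-1. Its log2 fold change was 3.00 (standard error 0.448, adjusted p = 0.00306) between LPS and control. Apoa4 had 0.133 ± 0.104, 3.58 ± 0.313 and 0.184 ± 0.114, with 4.07 (standard error 0.451, adjusted p = 0.000718) between LPS and control and -3.76 (standard error 0.451, adjusted p = 0.000156) between LPS-MIC-1 and LPS. Slc45a3 had 0.286 ± 0.0617, 0.872 ± 0.0329 and 1.45 ± 0.0754, and its mean was under the filter. The nrf2 list, 20 of whose 23 genes were tested, had a median log2 fold change of -0.12 between LPS and control with 5 genes up. Its camera adjusted p was 0.0801 and its fry adjusted p 0.00318, and 2 of the 3 LPS libraries lay below all control libraries (exact permutation test, p = 0.4). Adjusted over the list alone, 6 of its genes changed, and 5 over all genes tested.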

GO analysis of the upregulated genes by LPS showed that the biological functions (GO terms) were related to lipid, protein, and redox metabolism (Fig 3D). 

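The inflammatory list, 26 of whose 45 genes passed the filter in muscle, had a median log2 fold change of 0.15 between the libraries labelled LPS and control, with 16 genes up. Its adjusted p was 0.443 (camera) and 1 of 3 LPS libraries lay above all controls (exact permutation test, p = 0.6). Adjusted over the list alone, 11 of its genes changed, and 10 over all genes tested. The interferon list (24 of 31 genes) had a median of -0.12 with 9 genes up (adjusted p = 0.215, exact p = 0.8), and 0 or 1 of its genes changed under these 2 adjustments. In the libraries labelled LPS-MIC-1 against those labelled LPS, both lists were higher. The inflammatory median was 2.13 with 23 genes up and an adjusted p of 3.29e-07. For the interferon list it was 2.30 with 24 genes up (adjusted p = 4.37e-09). Each of the 3 LPS-MIC-1 libraries lay above each LPS library in both lists (exact permutation test, p = 0.1), and 25 and 21 genes changed under either adjustment. Both calls hold under fry, at 1.26e-07 and 3.81e-08, and under quantile normalization the medians were 2.02 and 2.17. The nrf2 median was 0.30 with 14 genes up in 3 of 3 libraries (camera adjusted p = 0.0801, fry 1.43e-05), with 12 genes changed under either adjustment.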

GO analysis showed that biological pathways suppressed by MIC-1 were associated with immune system and inflammatory responses in the skeletal muscle tissue (Fig 3D; S2 File). These results support the hypothesis that MIC-1 attenuates the LPS-induced inflammation in the skeletal muscle tissue.

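Stat3 had 6.16 ± 0.165 FPKM (SD, n = 3) in muscle labelled control, 7.06 ± 0.323 in LPS and 29.7 ± 1.12 in LPS-MIC-1, a log2 fold change of 2.06 (standard error 0.0535, adjusted p = 1.75e-08) between LPS-MIC-1 and LPS. Rela, which encodes the p65 subunit of NF-κB, had 8.82 ± 1.37, 9.91 ± 1.02 and 16.4 ± 1.54, with 0.72 (standard error 0.127, adjusted p = 0.00141). Nfe2l2 went from 12.3 ± 0.300 to 23.8 ± 0.463 and its target Hmox1 from 7.73 ± 0.631 to 19.6 ± 1.26 between LPS and LPS-MIC-1. Rsad2, an interferon-induced gene, had 1.15 ± 0.142, 0.979 ± 0.0689 and 16.9 ± 0.799, with 3.98 (standard error 0.109, adjusted p = 2.33e-08) between LPS-MIC-1 and LPS. The median FPKM of the inflammatory list was 0.325 in control, 0.397 in LPS and 4.09 in LPS-MIC-1. These directions, too, are between libraries with those labels, since in the libraries labelled LPS the list stood near its control level. From GO terms of genes lowered by MIC-1, the paper finds support for its hypothesis that MIC-1 lessens inflammation by LPS in muscle tissue.

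**Figure D2:**
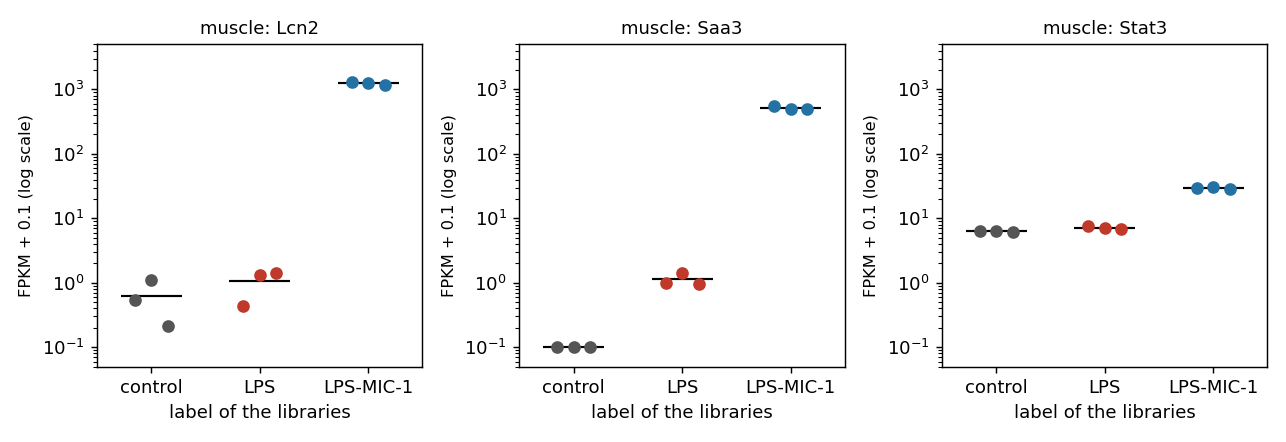
FPKM + 0.1 (log scale) of Lcn2, Saa3 and Stat3 in each of the 9 muscle libraries, by label. Dots are libraries and lines are group means. All 3 libraries labelled LPS-MIC-1 lie above those labelled LPS for each gene, with means of 1248, 511 and 29.7 FPKM.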

**Fig 3:**
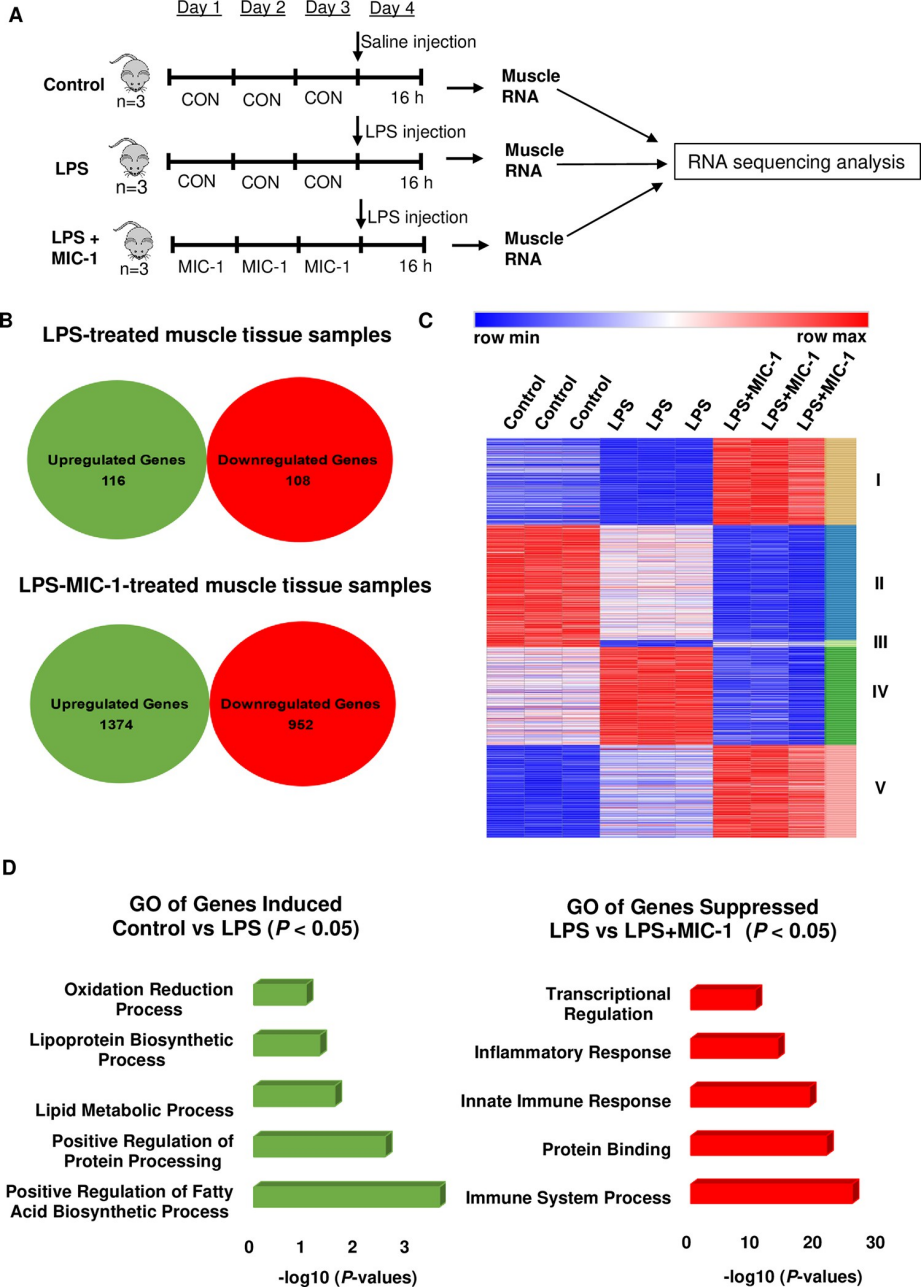
Transcriptome analysis of moringa isothiocyanate-1 (MIC-1) in muscle tissue. (A) Schematic diagram of the experimental protocol. MIC-1 was given orally daily for 3 days to C57BL/6 male mice before lipopolysaccharide (LPS) treatment. Mice were randomly divided into three groups: control (10% DMSO; p.o.); LPS (10 mg/kg bw; ip); LPS + MIC-1 (80 mg/kg bw; p.o.). Muscle tissues were collected 16 h after LPS treatment (n = 3). (B) Venn diagrams depict genes significantly (absolute log2-fold change > 1; *P* < 0.05) upregulated/downregulated due to LPS (control vs. LPS-treated samples) or MIC-1 (LPS-treated samples vs. LPS-MIC-1-treated samples) in murine gastrocnemius tissues. (C) Heat map of differentially expressed genes in five k-means clusters. Column, row, and color represent a sample, gene, and expression level, respectively. (D) Gene ontology (GO) analysis of upregulated genes due to LPS (control vs. LPS-treated samples), and downregulated genes due to MIC-1 (LPS-treated samples vs. LPS-MIC-1-treated samples), represented as negative log10 (*P*-values).

### MIC-1 inhibits LPS-induced acute inflammation in mice

To validate the transcriptomic analyses, we evaluated the effects of MIC-1 treatment on the pro-inflammatory cytokines in murine muscle tissues by RT-qPCR. As expected, our results showed that MIC-1 decreased LPS-induced gene expressions of TNF-α, Ifn-α, IL-1β, and IL-6 in muscle tissue (Fig 4). These results corroborated with our transcriptomic analysis by RNA-Seq data showing the suppression of inflammatory cascades by MIC-1.

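In the muscle RNA-seq, Tnf had 0.0840 ± 0.146 FPKM (SD, n = 3) in libraries labelled control, 0.0503 ± 0.0871 in LPS and 0.967 ± 0.472 in LPS-MIC-1. Il1b had 0.0634 ± 0.000327, 0.0640 ± 0.000399 and 0.302 ± 0.114. Il6 is listed at 0 in control and had 0.0260 ± 0.0451 in LPS and 0.453 ± 0.276 in LPS-MIC-1. None of the 3 genes reached a mean FPKM over 1, so none entered the limma fit, and values this low rest on few reads. For each of them, all LPS-MIC-1 libraries lay above all LPS libraries (exact permutation test, p = 0.1). Of the 12 Ifna genes in the files, which encode Ifn-α, 10 are listed at 0 in every muscle library. Ifna14 had 0.192 FPKM in LPS-MIC-1 replicate 1 and Ifnab 0.154 in control replicate 1.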

**Fig 4:**
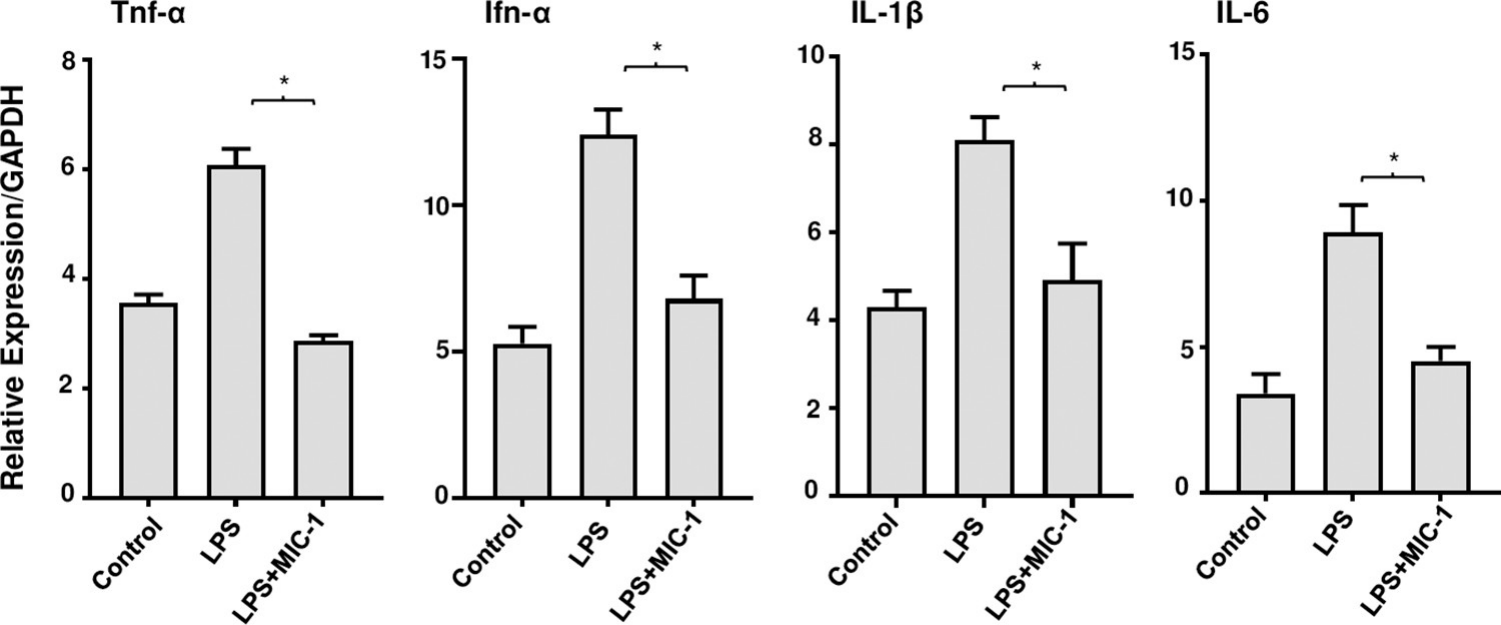
Moringa isothiocyanate-1 (MIC-1) reduced lipopolysaccharide (LPS)-induced pro-inflammatory markers in muscle tissue. TNF-α, Ifn-α, IL-1β, and IL-6 mRNA levels in the gastrocnemius muscle tissues treated with LPS and/or MIC-1 were measured by RT-qPCR. Data are represented as mean ± S.D. (n = 3). * *P* < 0.05, obtained by t-test when compared to LPS-treated group.

### MIC-1 inhibited the NF-κB nuclear translocation in skeletal muscle cells

NF-κB is transcription factor that regulates pro-inflammatory cytokines, and our previous study showed that MIC-1 inhibited the nuclear translocation of NF-κB in macrophages [8]. To test whether MIC-1 inhibits nuclear translocation of NF-κB, we performed immunofluorescence staining of NF-κB in C2C12 myoblasts. Confocal microscope imaging showed that LPS increased the nuclear translocation of NF-κB, which was inhibited by 1 μM MIC-1 in an hour (Fig 5). These results further confirm that the inhibition of NF-κB pathway is part of the mechanisms of action of MIC-1 on inflammation in skeletal muscle.

**Fig 5:**
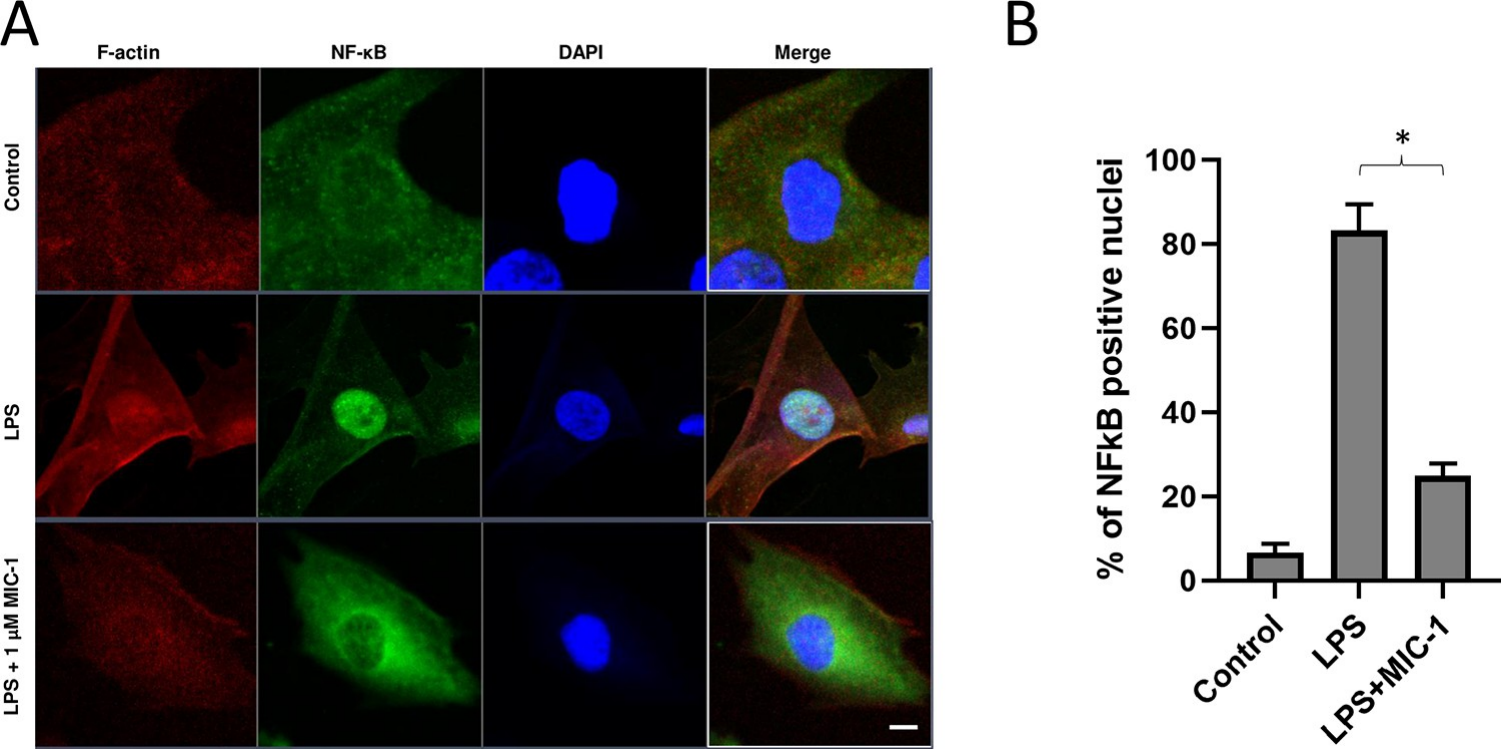
Moringa isothiocyanate-1 (MIC-1) inhibited the NF-κB nuclear translocation in skeletal muscle cells. The effects of MIC-1 on lipopolysaccharide (LPS)-induced nuclear translocation of NF-κB in C2C12 muscle cells. Treatments: untreated control, LPS (10 μg/mL), and LPS + 1 μM MIC-1 for 1 h. The NF-κB (p65) location was observed using FITC-anti-NF-κB p65 antibody, phalloidin-actin (F-actin; cytoskeleton), and DAPI (nuclei). (A) Representative pictures taken by using confocal microscopy. Scale bar: 20 μm. (B) The percentage of nucleic positive cells to NF-κB (p65). Data are represented as mean ± SD (n = 6, from three independent experiments). * *P* < 0.05, obtained by t-test when compared to LPS-treated group.

## Discussion

MIC-1 is a chemically stable anti-inflammatory isothiocyanate from *M*. *oleifera* seeds. Our previous studies documented that MIC-1 activates anti-inflammatory processes in macrophages by inhibiting the NF-κB pathway [2, 7, 8]. However, the mechanisms of the anti-inflammatory action of MIC-1 in skeletal muscles have not been investigated. Since inflammation is an underlying cause of multiple muscle disorders, this study uses global transcriptomic analyses, selective gene expression analyses, and immunofluorescence staining to elucidate MIC-1’s anti-inflammatory mechanisms using the LPS-induced inflammation models in murine C2C12 myoblasts and skeletal muscle tissue. Our results showed that MIC-1 suppressed the LPS-induced inflammation by decreasing the nuclear translocation of NF-κB in the skeletal muscle cells. MIC-1’s anti-inflammatory properties were confirmed in skeletal muscle of mice, suggesting that the oral administration of MIC-1 prevents systemic inflammation.

LPS, a membrane component of Gram-negative bacteria, is used to induce inflammation and sepsis in pre-clinical studies [1, 2, 7, 8, 10–12, 25]. The induced innate immune response is initiated by recognizing LPS via Toll-like receptors (TLR), which activate NF-κB pathway inducing the expression of cytokines (e.g., TNF-α, IL-6 and IL-1β) to protect against infections [26, 32, 33]. Our data confirmed that LPS increased pro-inflammatory markers, such as cytokines and NO production in murine muscle. Our data also confirmed that the proliferating myoblasts are responsive to LPS-induced inflammation in a manner similar to differentiated myotube cells as previously reported by others [27]. It is also known that LPS can change protein and lipid metabolism and these metabolic changes occur before inducing an immune response in skeletal muscle [26, 32]. Others suggest that the LPS-induced metabolic changes, including immune response, are dependent on skeletal muscle type and exposure time [32–34]. Although in the present study we collected only one type of murine skeletal muscle (gastrocnemius, a fast-twitch glycolytic skeletal muscle) at one time point, we consistently showed that LPS treatment induces the upregulation of inflammatory markers in the skeletal muscle.

NF-κB is a transcription factor that regulates innate and adaptive immune responses mediated by inflammation. As a result, NF-κB activation contributes to the etiology of various inflammatory diseases. Our results showed that MIC-1 reduced the LPS-induced inflammation, at least partially, via NF-κB pathway in skeletal muscle. MIC-1 decreased the NF-κB’s nuclear translocation, as visualized by immunofluorescence staining. This observation may be validated further with cell fractionation experiments [35]. The observed MIC-1’s anti-inflammatory effects in skeletal muscle cells were similar to its effects in macrophages, which suggest that the oral administration of MIC-1 affects multiple inflammation-mediated processes [8]. Sulforaphane from Brassicaceae plants is the best studied natural isothiocyanate, however, in contrast to MIC-1 it is a chemically unstable liquid at room temperature (2). Similarly to MIC-1, sulforaphane also reduced inflammatory pathways in skeletal muscle [17–20]. Sulforaphane inhibited the NF-κB pathway followed by the downregulation of the inflammatory cytokines (TNF-α, IL-1β, IL-6) in skeletal muscle of mdx mice, a genetic model for muscle dystrophy [17]. Moreover, sulforaphane regulated the NF-κB’s upstream regulators by increasing the inhibitor of κB (IκB) and decreasing IκB kinase (IKK) at protein levels in skeletal muscle of mdx mice [17]. IKK is responsible for the phosphorylation of IκB releasing NF-κB into the nucleus, which suggests that sulforaphane inhibited NF-κB’s nuclear translocation by regulating its cytoplasmic content [17]. MIC-1 exerts its anti-inflammatory properties by inhibiting NF-κB pathway, however whether MIC-1 inhibits NF-κB pathway post-translationally via IKK/IκB is not yet known. Further studies may be needed to evaluate the effects of MIC-1 on specific NF-κB isoforms and related molecules, as well as to confirm NF-κB involvement using inhibitors or loss of function mutations.

MIC-1 may also regulate inflammation via other pathways, such as interferons (Ifn) signaling pathway. MIC-1 downregulated the expression of a type I interferon (Ifn-α), which attracts immune response cells to the infected areas. Interferons can induce immune response independently of NF-κB pathway, for example via activation of the Janus kinase (JAK)/signal transducer and activator of transcription (STAT) signaling pathway [36, 37]. Although sulforaphane reduced the phosphorylation of JAK2 and STAT3 in liver and adipose tissues of high fat diet-fed rats [36], sulforaphane and MIC-1 inhibited interferon-stimulated genes without regulating the phosphorylation of STATs in Ba/F3 lymphocytes and HeLa epithelial cells [37]. MIC-1 and sulforaphane may inhibit JAK/STAT pathway by downstream inhibitory events or other posttranslational modifications [37]. In addition, previous reports suggest that sulforaphane reduces interferon response by downregulating the stimulator of interferon genes (STING) via the nuclear factor erythroid 2–related factor 2 (Nrf2) pathway [38, 39]. We previously reported that MIC-1 increases the nuclear translocation of Nrf2, followed by a reduction of oxidative stress and inflammation markers induced by LPS in macrophages [8]. Consistently, moringa leaf extract increased the activities of Nrf2 target enzymes (i.e., superoxide dismutase and catalase) in C2C12 myotubes [22, 24]. Therefore, MIC-1’s anti-inflammatory properties may also include JAK/STAT, and STING/Nrf2 pathways. Other pathways identified by our GO analyses (S1 and S2 Files) may also be involved in the MIC-1’s anti-inflammatory effects in skeletal muscle, however how these pathways interact due to MIC-1 needs further investigation. We did not evaluate the effects of MIC-1 alone (without LPS induction) in muscle cells. However, we previously reported that MIC-1 showed similar anti-inflammatory effects in murine and human macrophages with and without LPS induction [1, 8].

The effective and safe dosages of MIC-1, given orally, used in rodent models can be translated to 6.5–16 mg/kg bw (390–960 mg/60 kg bw) in human equivalent doses [4, 8, 40]. However, clinical trials are yet to show MIC-1’s effectiveness and safety in humans. The clinical trials that investigated the effects of sulforaphane on inflammatory markers are still not definitive [18, 41]. While sulforaphane (30 mg/d for 4 weeks) reduced exercise-induced IL-6 levels in young healthy men [18], sulforaphane (up to 26.6 mg/d for 4 weeks) did not change inflammatory markers, including IL-6 levels, in patients with chronic obstructive pulmonary disease [41]. Pre-clinical studies showed that MIC-1 and sulforaphane have similar biological properties, but the anti-inflammatory effects of isothiocyanates in humans still need to be elucidated. In summary, MIC-1 suppresses the inflammatory pathways and pro-inflammatory cytokines induced by LPS in skeletal muscle. Overall, our study suggests that MIC-1 is a potential intervention to reduce systemic inflammation, inflammation-associated metabolic, and muscular dysfunctions.

## Supporting information

S1 Fig Principal component analysis (PCA) plots of RNA-seq data. DESeq2 analysis of the 3 replicates for C2C12 samples (A) and muscle tissue samples (B) was conducted to create PCA plots. The data were first turned into a DESeq2 object, then ’regularized log’ transformed and plotted in a PCA plot.
(TIF) Click here for additional data file.

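A principal component analysis of log2(FPKM + 0.1) over the 500 most variable genes, without DESeq2's transformation, separated the libraries by label in both experiments. In C2C12, the first component held 91.0% and the second 6.48% of the variance. The libraries labelled LPS-MIC-1 lay at 102 to 127 on the first component and the other 6 at -61.8 to -46.1, with LPS replicate 3 at -46.1. On the second component, control lay at -27.3 to -24.7 and LPS at 24.9 to 28.2. In muscle, the components held 45.8% and 10.6%, with LPS-MIC-1 at 44.2 to 46.2 on the first and the other 6 libraries at -25.9 to -19.2. Muscle control lay at 9.78 to 29.0 on the second component and LPS at -23.2 to -12.6. The share of the first component in muscle moved most with the setting, to 75.6% over genes with a mean FPKM over 5 and 32.1% with a pseudocount of 0.01.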

S1 File Gene Ontology (GO) analysis of C2C12 myoblasts. Gene counts, gene list, and GO terms of comparisons between control (Ctrl) vs lipopolysaccharide (LPS)-treated samples, and LPS-treated samples vs LPS-moringa isothiocyanate 1 (MIC-1)-treated samples.
(XLSX) Click here for additional data file.

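S1 File lists gene symbols that passed the authors' thresholds in DESeq2 and the GO terms that DAVID found enriched among them, with the number of genes and the p-value of each term. Of its 1396 symbols higher in LPS, 1395 were found among the FPKM values and 100% of these were higher in the libraries labelled LPS than in control, while 17.0% were higher in LPS-MIC-1 than in LPS. Of its 1336 symbols lower in LPS, 0 were higher. Some of the GO sheets of this file were available only in part.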

S2 File Gene Ontology (GO) analysis of gastrocnemius muscle of C57BL/6 male mice. Gene counts, gene list, and GO terms of comparisons between control (Ctrl) vs lipopolysaccharide (LPS)-treated samples, and LPS-treated samples vs LPS-moringa isothiocyanate 1 (MIC-1)-treated samples.
(XLSX) Click here for additional data file.

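S2 File lists symbols by 4 directions for muscle. Of the 116 symbols it gives as higher in LPS, 110 were found among the FPKM values and all of them were higher in the libraries labelled LPS than in control. Its list induced by MIC-1 holds 1374 symbols, 1361 of them found, of which 99.9% were higher in LPS-MIC-1 than in control and 98.9% higher than in LPS. Its list suppressed by MIC-1 holds 952, of which 947 were found, and 0% and 2.32% were higher in these comparisons. Among the GO terms that the file gives for the list induced by MIC-1, the paper's values are 81 genes for immune system process (p = 1.48e-22), 69 for inflammatory response (p = 5.05e-18) and 74 for innate immune response (p = 2.91e-17). None of these 3 terms is among the 163 terms available for the list higher in LPS. Some supplementary sheets were available only in part, so their absence from the full list is not established.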

How the deposited data were processed for this re-analysis (not part of the article)

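RNA was sequenced from C2C12 cells and from mouse gastrocnemius muscle, with 3 libraries each for control, LPS and LPS-MIC-1, 18 in all. Library conditions were taken from the sample labels. For the dose of MIC-1 in cells, the paper gives 1 μM and the labels give 10 μM.

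The authors pseudoaligned reads with kallisto, summarised them per gene with tximport and deposited FPKM values, 1 per gene and library, without stating a genome build. The muscle values came with 11 further columns without a name, 9 of them per-sample values, which were not used because nothing states their samples. The authors also deposited DESeq2 results for 6 comparisons, with base means (counts divided by size factors and averaged over the libraries compared), log2 fold changes with standard errors on the log2 scale, and p-values before and after adjustment. These tables served only for comparison and to judge depth.

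Depth per library is not stated. Where base means of genes seen in a single library rise in steps, the step is 1 read divided by that library's size factor. In 5 of the tables, 94.7 to 100% of such genes lay on whole steps. By these steps, the C2C12 LPS-MIC-1 replicate 3 was the shallowest library, with a depth of 0.634 relative to the other libraries of its comparison with LPS and 0.576 in that with control. The relative depths of the muscle libraries were between 0.964 and 1.08. The muscle control versus LPS table shows no such steps. Values near 0 FPKM therefore rest on few reads, and no counting interval could be given for single FPKM values.

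Each experiment was fitted apart in R 4.3.3 with limma 3.58.1, on log2(FPKM + 0.1), with group means for 3 groups, eBayes with a trend and 1 spread estimate per gene over 9 libraries. Genes with a mean FPKM over 1 were tested, and p-values were adjusted by Benjamini-Hochberg over all genes tested in a comparison. Called genes had an absolute log2 fold change over 1 and an adjusted p under 0.001 in C2C12 or 0.05 in muscle, as in the paper. Called genes were clustered by k-means on scaled values with 5 clusters and 50 starts, and the cluster with its centroid highest in LPS and lowest in LPS-MIC-1 was taken. Principal components used the 500 most variable genes. Lists of inflammatory, interferon and Nrf2 genes were tested with camera at an inter-gene correlation of 0.01 and with fry, and adjusted over 6 tests per experiment. Identity lists (myogenic, mesenchymal, macrophage, Y-linked, Xist, muscle fibre, intestine, liver, adipose, endothelial, neutrophil and cell cycle) were summarised as a median FPKM per library. No gene belongs to 2 of these lists. All permutation tests are exact and 2-sided. Within an experiment, 10 splits of 3 against 3 libraries exist, so p cannot go below 0.1, whereas the comparison of the 2 experiments has 400 arrangements. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

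Genes named in the text were chosen by rule. They are the genes the paper names and every Ifna gene, the 3 largest rises and 3 largest falls among called genes whose groups do not overlap, for LPS against control and for LPS-MIC-1 against LPS, the 2 genes with the largest change in each list, and the 3 most abundant genes of each identity list. Genes outside it (Krt8, Cdh1, Vil1, Epcam, Muc2 and Myh4 in the deposited table, and single genes of list tests) were chosen after their values were seen. The comparisons, thresholds, gene lists, this rule and the alternatives were set before the data were examined. The exception is 1 alternative, the clustering of genes past the adjusted p in both comparisons at any fold change, chosen after seeing the data. The inflammatory, interferon and Nrf2 lists were written from general knowledge, but after the paper's supplementary gene lists had been read. Those come from these same libraries, so tests of the 3 lists are not independent of the data.

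The alternatives were pseudocounts of 1 and 0.01, no FPKM filter (genes above 0 in at least 3 libraries, 15296 in C2C12 and 15434 in muscle), a mean FPKM over 5, median-ratio scaling, quantile normalization, eBayes without trend, only the 6 libraries compared, a replicate block, unadjusted p-values, fry in place of camera, 4 and 6 clusters, all genes in the principal components, and leaving out each library in turn.

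A library's trace of another group was measured on genes over 50 FPKM in that group whose level in the other 2 replicates was under 0.1% of it, and at least 20 such genes were required. For genes called in both comparisons, simulations of unrelated changes, chosen after seeing the results, kept each gene's change of LPS against control and its spread and gave it the change of LPS-MIC-1 against LPS of a gene drawn at random. The steps were tested on simulated data made from the real group means and spreads. With 200 changed genes among 10835, 79% and 78% were recovered in C2C12 (1 wrong call each), and among 9415 genes 98% and 97.5% in muscle (5 and 2 wrong calls). Of 121 C2C12 genes raised and then lowered, 74.4% were recovered. The k-means rule found 91.2% of 91 C2C12 genes that returned to control, but only 0.901% of 111 such genes in muscle, and 100% there when genes fell below control, so a cluster that returns to control can be missed. Both changed lists were found by camera and by fry. A trace of 2% was measured as 1.95%, and one of 0% as 0.0322%.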

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

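All tests of explanations in this part were chosen after the results were seen.

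In C2C12, genes outside those the paper discusses stood far above control in the 3 libraries labelled LPS-MIC-1. The median FPKM was 53.9 for the myogenic list, 21.1 for the mesenchymal list, 18.7 for the muscle-fibre list and 32.0 for Xist, against 0.00612, 0.00576, 0.291 and 0.012 in control. The median log2 fold changes against LPS were 8.21 (10 of 10 tested genes up), 7.78 (9 of 9), 7.12 (10 of 10) and 7.68, while those of the macrophage and Y-linked lists were -7.78 (0 of 20 up) and -5.47 (0 of 4 up). MIC-1 acting on the same cells would leave myoblast genes in control, but the highest control library had a myogenic median of 0.0184. A share of another cell type mixed into C2C12 cells would leave the rest of the myoblast transcripts, and the 15 myogenic and mesenchymal genes over 10 FPKM in LPS-MIC-1 stood in control at a median of 0.0181% of that level. Labels exchanged between 3 groups of one cell line would leave all libraries alike in identity, but 6 of the 9 had a macrophage median over 100. Library scaling left the macrophage change at -7.91 under quantile normalization. What stays open is that the libraries labelled control and LPS may come from other, macrophage-like cells, since at least 19 of the 21 macrophage genes found were above 1 FPKM in each of them. The macrophage genes Lyz2 and Fcer1g, with 4694 and 998 FPKM in control, are among the most abundant of the list. The Y-linked median was 7.81 FPKM in control, 8.89 in LPS and 0.138 in LPS-MIC-1, and Xist had 0.0120, 0.0492 and 32.0. These values argue against the same cells under all 3 labels. The comparison of LPS-MIC-1 with LPS thus holds a difference between cells beside any effect of MIC-1. The design gives no way to separate the 2. The comparison of LPS with control is within libraries of the same markers.

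The 2 experiments moved in opposite directions under the same comparison. Between LPS-MIC-1 and LPS, the mean log2 change of the inflammatory list was -3.24 in C2C12 and 3.08 in muscle, a difference of -6.32 (exact permutation test over 400 arrangements, p = 0.005, adjusted over 6 tests 0.015). For the interferon list the changes were -5.40 and 2.52, a difference of -7.92 (exact p = 0.005, adjusted 0.015). In C2C12 all 3 LPS-MIC-1 libraries lay below all LPS libraries, and in muscle all 3 lay above. The Nrf2 list did not pass this test (1.81 and 0.31, exact p = 0.1, adjusted 0.1). Labels were permuted within each experiment, so the test asks whether either list changed, not whether both changed alike. A change in 1 experiment alone can give a small p, and 0.005 is the least the test can give. The means cover the genes tested in each experiment, 41 and 26 inflammatory and 30 and 24 interferon genes. Between LPS and control, the differences were 3.84 for the inflammatory list (adjusted p = 0.09), 2.79 for interferon (adjusted 0.06) and 0.87 for Nrf2 (adjusted 0.04). Tissue, route, dose and time differ between the experiments and stay among the open explanations, untested. In C2C12, other cells under the labels control and LPS (19 macrophage genes, as above) may account for part of the difference in the interferon list, which had a median of 6.17 FPKM in control and 0.81 in LPS-MIC-1. For the inflammatory list the values do not decide this. Its median was 11.4 to 11.5 FPKM in the control libraries and 23.9, 9.79 and 9.51 in LPS-MIC-1 replicates 1 to 3, the first of which has traces of the libraries labelled LPS, and the median log2 change between these groups was 0.66 (25 of 41 genes up).

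In muscle, the inflammatory and interferon lists rose in the libraries labelled LPS-MIC-1 and not in those labelled LPS. The inflammatory median was 0.15 for LPS against control and 2.09 for LPS-MIC-1 against control. Single genes did change between LPS and control. Of the 26 inflammatory genes tested, 10 changed and 16 were up, and Saa3 rose by 3.47 on the log2 scale. Scaling does not remove the rise in LPS-MIC-1, since the change against LPS was 2.02 under quantile normalization. RNA of other libraries in replicate 3 does not either, since without that library it was 2.18. A lower share of muscle fibres would raise the other cell types alike, but the mesenchymal list went by -1.10 (0 of 9 genes up). Liver RNA would bring albumin, and Alb had 2.60 FPKM. Neutrophils would bring S100a8 at a high level, and it had 7.38 FPKM, against 1248 for Lcn2. Macrophages in the tissue cannot be told apart from these, since their markers go both ways. All 10 of the 10 tested genes were up in the full fit (median 1.01), and the median of the list was 0.787 and 1.13 FPKM in replicates 1 and 2 against 0.248 to 0.395 in LPS. Without replicate 3, 6 of the 10 tested genes were lower than in LPS, from Coro1a at -0.007 to Lyz2 at -0.96, and Cd14 stood at 2.67. An exchange of the labels LPS and LPS-MIC-1, which predicts the near-absent change of 0.15 in the libraries labelled LPS, cannot be told apart from MIC-1 with LPS raising the lists, which predicts 2.09. Under an exchange, MIC-1 would have to lower the lists to their control level, and without one, LPS alone would have left them there. By RT-qPCR of muscle, the paper reports Tnf, Il1b and Il6 lowered by MIC-1, the direction that an exchange predicts. Whether RNA of the sequenced mice was used there is not stated. No gene in the design marks MIC-1 treatment on its own, which keeps both open.

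In the same muscle libraries the neutrophil list had a median of 2.03 FPKM, against 0.0955 in control and 0.0602 in LPS, with a median log2 change of 3.76 over 4 tested genes, 4 of them up. S100a8 had 7.38 FPKM, which argues against many neutrophils as above, and only 1 of its 6 genes found exceeded 1 FPKM in control. A few infiltrating cells may still be the source of these low values, since the test value of 7.38 limits the number of such cells and not their presence. The Y-linked list had a median of 8.60 FPKM, against 3.99 in control and 4.70 in LPS. It rests on Ddx3y, which rose from 7.61 to 15.1 (log2 fold change 0.98, adjusted p = 7.66e-05), while Eif2s3y went by -0.14 and Kdm5d by 0.23. No explanation of this gene's change was tested.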

How the results depend on the processing

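Of the tests in this part, the clustering of genes at any fold change was chosen after the result was seen. Inflammatory and interferon lists kept their direction and side of the threshold under every alternative run, in both experiments and comparisons. Apart from leaving out a library, their medians ranged from 2.80 to 2.97 and from 1.93 to 2.45 (C2C12 LPS against control), from -2.32 to -2.21 and from -6.16 to -4.25 (C2C12 LPS-MIC-1 against LPS), and from 1.75 to 2.18 and from 1.75 to 2.84 (muscle LPS-MIC-1 against LPS), with adjusted p from 1.61e-13 to 0.0159. In muscle LPS against control, adjusted p lay between 0.0744 and 0.945. The numbers of C2C12 genes called stayed within 1.5 times under all alternatives except LPS-MIC-1 against control, where a mean FPKM over 5 gave 1533 higher, because fewer genes were tested. The 648 genes higher in LPS and lower in LPS-MIC-1 were 513 to 705, and 526 to 766 when 1 library was left out.

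The Nrf2 list depends on the test. Under fry, its medians of 0.99 and 0.93 in C2C12 and -0.12 and 0.30 in muscle had adjusted p of 1.12e-06, 1.78e-05, 0.00318 and 1.43e-05. For C2C12 LPS against control, no FPKM filter also passed (0.99, camera adjusted p = 0.0443), whereas a pseudocount of 1 lowered the median to 0.45 and quantile normalization to 0.72, neither past the threshold. Leaving out 1 library gave medians from 0.57 to 1.14, with 1.07 at an adjusted p = 0.0475 without LPS replicate 1 and 1.07 at an adjusted p = 0.0443 without LPS replicate 2. Over all alternatives its adjusted p was 1.12e-06 to 0.154. For muscle LPS against control, a mean FPKM over 5 gave -0.12 (camera adjusted p = 0.0276), quantile normalization -0.13 (adjusted p = 0.0425) and only the 6 libraries compared -0.12 (adjusted p = 0.0434). Leaving out 1 library gave -0.13 to -0.10, and without LPS replicate 1 it was -0.13 at an adjusted p = 0.0426 and without LPS-MIC-1 replicate 3 -0.12 at an adjusted p = 0.0471, with adjusted p from 0.00318 to 0.138 over all alternatives.

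The chosen k-means cluster in C2C12 held 2275 genes, but 958 with 6 clusters and 673 when genes past the adjusted p in both comparisons at any fold change were clustered. Across the fits that left out 1 library it held from 1030 to 2145 genes. In muscle it held 159 genes, but 0 with 4 clusters, 0 with a pseudocount of 1, 60 with a mean FPKM over 5 and 350 at any fold change, so its size depends on the setting. The cause was not tested.

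Muscle counts of genes depend on the filter and the pseudocount. An unadjusted p gave 94 genes lower in LPS than in control. A pseudocount of 1 gave 37 higher and 34 lower in LPS, 275 lower in LPS-MIC-1 than in LPS, 341 lower than in control and 7 both higher in LPS and lower in LPS-MIC-1. No FPKM filter gave 88 lower in LPS, 798 lower in LPS-MIC-1 than in LPS, 915 lower than in control and 28 in both directions. A mean FPKM over 5 gave 31 higher and 26 lower in LPS, 452 higher and 204 lower in LPS-MIC-1 than in LPS, 462 and 215 against control and 5 in both directions. With that filter, 449 of the 449 genes still tested of the 916 were called again, so the fall comes from fewer genes tested. For the pseudocount, 269 of the 515 genes lower in LPS-MIC-1 were shared and the cause was not tested.

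Gapdh in C2C12 rose by 0.65 in LPS against control and reversed to -0.58 under quantile normalization (adjusted p = 6.76e-06, against 6.76e-06 to 0.00316 over all alternatives). Its adjusted p was also over 0.001 with the replicate block (0.00194) and without control replicate 1, 2 or 3, LPS replicate 1, 2 or 3 or LPS-MIC-1 replicate 1 (0.00132 to 0.00316). Apart from this reversal, named genes, Gapdh included, changed in 31 results under other settings, 26 weaker and 5 stronger, and in 85 when 1 library was left out, 81 weaker and 4 stronger. Genes that no longer passed the adjusted p in some of these include Lilrb4, Cyba, Cd52, Csf3, Nos2, Irf7, Lyz2, Fcer1g and Rsad2 in C2C12, all of which passed it when LPS-MIC-1 replicate 1 was left out, and Mir191, Snora15, Mir343, Snord49b and Nfkb1 in muscle. Nfkb1 had 0.23 (adjusted p = 0.0429), 0.07 (0.531) under quantile normalization and 0.17 (0.136) without LPS replicate 1. The first principal component held 80.1% in C2C12 with all genes, and in muscle 53.5% with all genes, 75.4% with a pseudocount of 1, 32.1% with 0.01 and 75.6% with a mean FPKM over 5.

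The libraries carry replicate numbers, but the numbers do not pair them. After removing group means, same-number libraries correlated at -0.0757 to 0.0573 in C2C12 and -0.054 to 0.0823 in muscle. A fit with the replicate block gave 1071 and 985 genes for C2C12 LPS against control, 2572 and 2655 for LPS-MIC-1 against LPS, and 63 and 52 and 917 and 514 in muscle, so the block kept all these counts within 1.5 times, while calls of single C2C12 genes such as Lilrb4 and Csf3 became weaker. Depth limits genes near 0 FPKM, among them Tnf, Il1b and Il6 in muscle, where few reads stand behind each value.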

Differences from the paper's values

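The paper's text gives 3567 clustered genes for C2C12, and 6196 were called in either comparison here. No alternative set before the data were examined applies to this number, but taking genes past the adjusted p in both comparisons at any fold change, chosen after seeing the values, gave 3126. The paper's cluster induced by LPS and repressed by MIC-1 holds 1104 genes, against 2275 in the cluster chosen here. The 2 are not alike, since the chosen cluster was high in control (mean scaled value 0.509) as well as in LPS (0.741). The cluster of 777 genes was lowest in control (-0.841) and highest in LPS (1.15). It was not chosen because its value in LPS-MIC-1 (-0.31) lay above control. Among the alternatives set before the data were examined, 6 clusters gave 958, and leaving out control replicate 1, 2 or 3 gave 1044, 1030 or 1097 and LPS-MIC-1 replicate 1, 2 or 3 gave 1143, 1155 or 1121, all within 1.5 times the paper's value. The other alternatives did not close the gap.

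In muscle, the paper's text and S2 File give 116 genes upregulated by LPS, against 62 here. This number and the next ones of S2 File are counts without an FPKM filter. For genes with an FPKM over 1, the filter used here, S2 File gives 70 higher and 65 lower for LPS against control (62 and 56 here), 946 and 566 for LPS-MIC-1 against control (884 and 580 here), and 490 induced and 985 suppressed in the direction of the deposited table, LPS over LPS-MIC-1 (515 and 916 here), all within 1.5 times. The gaps that follow are therefore between counts with and without a filter. For the 116 genes, an unadjusted p gave 91 and no FPKM filter gave 85. S2 File gives 108 genes suppressed by LPS, against 56 here, and an unadjusted p (94), no FPKM filter (88) and leaving out LPS replicate 1 (73) came within 1.5 times. The paper's text gives 952 genes downregulated by MIC-1 against LPS, and 515 were lower here, with 798 under no FPKM filter and 667 under quantile normalization. S2 File gives 1374 and 952 genes for LPS-MIC-1 against control, where 884 and 580 were called here. No FPKM filter gave 1325 and 915, an unadjusted p 920 higher, and quantile normalization 713 lower. In the direction of the deposited table, S2 File gives 830 genes induced, against 515 here (798 without a filter, 667 with quantile normalization), and 1442 suppressed, against 916 here (1360 without a filter). None of the remaining alternatives closed these gaps.

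The text assigns 1374 and 952 genes to LPS against LPS-MIC-1, whereas S2 File and the deposited tables hold these numbers for control against LPS-MIC-1. In the same way, 2509 and 2510 of the text belong in S1 File to control against LPS-MIC-1, where 2300 and 2408 were called here. For LPS against LPS-MIC-1, S1 File holds 2792 and 2907, where 2648 and 2780 were called.

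The paper states that MIC-1 lowered immune and inflammatory pathways in muscle. In the libraries labelled LPS-MIC-1 against those labelled LPS, the inflammatory list had a median log2 fold change of 2.13 (23 of 26 genes up) and the interferon list of 2.30 (24 of 24 up). The paper reports from RT-qPCR of muscle lower Tnf, Il1b, Il6 and Ifn-α with MIC-1, and sets this beside inflammatory cascades lowered in its RNA-seq. In the FPKM values, Tnf had 0.0503 FPKM in LPS and 0.967 in LPS-MIC-1, Il1b 0.064 and 0.302, Il6 0.026 and 0.453, and the Ifna genes were listed at 0 in nearly all libraries. The paper states that LPS raised inflammatory markers in muscle, and the inflammatory list changed by a median of 0.15 between LPS and control (16 of 26 genes up).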

Other observations

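All tests in this part were chosen after the result was seen, apart from the counts of other splits of the libraries.

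In the C2C12 library labelled LPS-MIC-1 replicate 1, 28 genes that are abundant in LPS and nearly absent from replicates 2 and 3 stood at a median of 2.8% of their LPS level (quartiles 2.58 and 3.31%), and 100% of them were higher than in both other replicates. Their FPKM rose with that of the LPS libraries across genes, with a rank correlation of 0.965. Genes that LPS raised at least 10 times stood at 116% of their control level, which argues against RNA of the control libraries. Of the genes that LPS did not raise, 93.8% were still higher in replicate 1 than in the others, which argues against an LPS response of the cultured cells. RNA or reads of the libraries labelled LPS in this library may explain it. It bears on the spread of genes such as Lilrb4, Cyba, Cd52, Tnf and Il1b. In C2C12 LPS replicate 3, 85 genes of the LPS-MIC-1 libraries stood at 0.235% of their level there, with a rank correlation of 0.906, so RNA or reads of the libraries labelled LPS-MIC-1 may be present.

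In the muscle library labelled LPS-MIC-1 replicate 3, 23 genes abundant in C2C12 control and nearly absent from replicates 1 and 2 stood at 1.70% of the control level (quartiles 1.41 and 1.96%), with Lyz2 at 78.3 FPKM against 5.27 and 3.93. Genes raised at least 10 times by LPS stood at 0.0457% of the C2C12 LPS level, which argues against the libraries labelled LPS. RNA or reads of the C2C12 libraries labelled control may explain it, and macrophages in the muscle of that mouse cannot be told apart from it, since the rank correlation with the control profile of 0.965 fits either and no muscle macrophage profile is at hand. The macrophage list in muscle LPS-MIC-1 was 0.787, 1.13 and 3.69 FPKM in replicates 1 to 3, and 5 to 7 of its genes exceeded 1 FPKM in muscle control. The cell-cycle list had 0.242, 0.142 and 1.58 in the same order.

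The deposited DESeq2 table of muscle control against LPS departs from the muscle FPKM values. Across 8337 genes its fold changes correlated at -0.00189 with those from FPKM, which another scaling or filter of the same libraries would not give, and base means ranked with mean FPKM at 0.316, against 0.845 to 0.874 in the other 5 tables. Gene names out of step with the values throughout would leave no such rank correlation as 0.316 and no tissue whose genes stand out, but 14 of the 19 intestine genes and 1 of the 15 muscle-fibre genes had a base mean over 1000. Krt8 had 142300, Cdh1 69500 and Vil1 22020, while Ckm had 9.86 and Myh4 0. Not all genes follow, since Epcam had 92.6, Muc2 0 and Acta1 2145, and names out of step for some of the genes were not tested. The median base mean of the intestine list was 4885, against 0 for the muscle-fibre list, so the libraries of an epithelial tissue such as intestine may lie behind it. It lists 21541 genes where the others list 21401, and holds 69 genes higher and 42 lower. Of the 116 genes of S2 File, 45 have a positive fold change in it and 13 an adjusted p under 0.05, whereas 100% of those found were higher in the FPKM values.

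The deposited table of muscle LPS against LPS-MIC-1 gives 830 genes higher and 1442 lower. Its fold changes correlated with LPS-MIC-1 over LPS at -0.972, against 0.939 to 0.971 in the 3 C2C12 tables and 0.969 in that of muscle control against LPS-MIC-1. Its fold changes thus point from LPS-MIC-1 to LPS, and the medians of the inflammatory and interferon lists in it are -2.23 and -2.34. That the paper places immune terms among genes suppressed by MIC-1 in muscle may come from this direction.

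The counts of splits bear on each comparison. In the C2C12 and muscle libraries alike, only the real split, 1 of the 10 splits of 6 libraries, gave as many genes called for LPS against control, LPS-MIC-1 against LPS and LPS-MIC-1 against control, and 1 of 10 is the least that 3 against 3 can give. The same 1 of 10 held for the median change of the inflammatory, interferon and Nrf2 lists in both comparisons, apart from the interferon list for muscle LPS against control, where 4 of the 10 splits gave as large a change. The genes higher in LPS and lower in LPS-MIC-1 and the size of the chosen k-means cluster were set against 100 splits of the 9 libraries. These 100 include the real grouping, and only that 1 gave as large a result in C2C12 and in muscle.

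The other identity lists had these median FPKM in the order control, LPS and LPS-MIC-1. In C2C12 they were 73.1, 16.1 and 36.0 for the cell cycle, 0 in all groups for liver and adipose, 0.00501, 0.0189 and 0.0328 for endothelial, 0, 0.0967 and 0.932 for neutrophil and 0.0101, 0 and 0.419 for intestine. The last rests on replicate 3, with 1.23 against 0 in replicate 1 and 0.032 in replicate 2, and Reg3b had 7.88, Apoa4 3.19 and Apoa1 2.81 FPKM. In muscle they were 0.205, 0.204 and 0.655 for the cell cycle, 0.01, 0 and 0.57 for liver, 0.0773, 0.128 and 0.423 for adipose, 9.30, 5.79 and 4.99 for endothelial and 0.0889, 0.247 and 0.0924 for intestine. Muscle genes of the myogenic list had 6.54, 8.80 and 4.72, mesenchymal 12.5, 11.9 and 5.86, and Xist 0.0386, 0.0236 and 0.0532. No explanation of these values was tested.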
